A study of Mus musculus with 48 samples. Its data were reported in "RNA-Seq versus oligonucleotide array assessment of dose-dependent TCDD-elicited hepatic gene expression in mice" (2015).

How the data were processed

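Hepatic RNA of female mice (described by the labels as ovariectomized) gavaged with TCDD (2,3,7,8-tetrachlorodibenzo-p-dioxin, a ligand of the aryl hydrocarbon receptor, AhR) in sesame oil, or with the oil alone, was hybridized to Agilent 4×44 K oligonucleotide arrays with a red (Cy5) and a green (Cy3) dye. Per the labels, each of 24 treated mice was hybridized together with 1 of 3 vehicle mice, and the pair was repeated with the dyes exchanged, giving 48 arrays. The same 3 vehicle mice were used at all 8 doses. The study does not mention ovariectomy and refers to estrous stages of its mice, so that label is uncertain. The labels contradict each other on which animal of a pair carried which dye. The channel entries were followed, and the mean of both arrays of a mouse does not depend on this. Slides were scanned and features quantified with GenePix by the authors, and the authors normalized the data with a semi-parametric method in SAS. The labels describe the values as Cy5 intensities. The deposited values contradict this, since they lie around 0 and include negative numbers, and Cyp1a1 has the same sign in both dye orientations of each mouse. Across complete probes the orientations agreed less, with a median correlation of 0.37 and a lowest of -0.29. They were therefore used as log2 ratios of TCDD over vehicle that the authors had already turned the same way and deposited. Neither the base of the logarithm nor the direction is stated with the values. Both were taken from the study's statements on induction of Cyp1a1 and repression of Sult3a1 on these arrays, so the signs and sizes of these 2 genes are not independent evidence. Centring by the authors is also not stated, and array medians lay between -0.04 and 0.12. No background values, single-channel intensities or slide names were used here.

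The table held 41262 probes, of which 31339 had 1 gene symbol, 9923 had none in the annotation used here and 0 had several. Symbols were updated through the RefSeq accession of the probe (GRCm38.p6), which matched for 27814 probes and changed the symbol of 1185. No coordinates are given because the arrays name no genome build. Of all cells, 31.3% were empty, 4833 probes had no value on any array and 20354 had a value on all arrays. Between 26586 and 30042 probes had a value on an array. The number of arrays limits the precision.

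The design written before the data were examined assumed intensities of single mice. As it provided for ratios, the 2 dye-swapped arrays of a mouse were averaged (both required) and the mean of the 3 mice of each dose was tested against 0 with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 1 mean per dose, all 24 mice in the fit). A dose was tested for a probe when all 3 mice were measured. A probe was called at a Benjamini-Hochberg adjusted p under 0.05 within the dose and a fold change of at least 1.5. Dose effects were tested with limma's moderated F-test of the 8 dose means jointly against 0. Trends were tested with a linear term over the rank of the dose (1 to 8). Both tests used the 20354 complete probes. The vehicle level is the reference of every ratio and has no rank of its own, which departs from the design. This test against 0 treats the mice of a dose as independent. Each mouse has a different vehicle mouse as its reference, so the spread within a dose includes the spread between vehicle mice.

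Replicate numbers pair samples across doses because mice with the same number share a vehicle mouse per the labels. Deviations from the dose means were correlated at a mean of 0.41 over 84 pairs with the same vehicle mouse, from -0.00 to 0.67. Values from the fit with the number as a replicate block are given beside a result where they change its call or move its count by more than 1.5 times. That fit removes the spread between vehicle mice from the error, so a difference shared through these 3 animals is not covered by its p-values. The consensus correlation with the vehicle mouse as a random block was 0.29.

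Hill curves through a log2 ratio of 0 at dose 0 were fitted by least squares for probes called at 30 µg/kg with all 24 mice measured, over 8 slopes from 0.5 to 6 and 241 values of ED50, the dose at the middle of the response. A curve was accepted at an adjusted p under 0.05 against a flat line and an ED50 between 0.01 and 30 µg/kg. The benchmark dose was the dose at which the curve left 0 by 1.35 residual SDs. Gene lists fixed before the data were examined were tested with limma's cameraPR on moderated statistics, with a preset correlation of 0.01 and with a correlation estimated from residuals. These lists were genes of the AhR battery, reference genes for PCR, markers of macrophages, lymphocytes, erythroid cells and hepatocytes, and genes biased by sex in liver. A listed symbol that is no longer current was replaced where it is the older symbol of 1 gene, which applied to Tf (now Trf). A list test was taken as void when fewer than 80% of its genes were tested. Both steps were applied after the values had been seen. The design named genes by their brightest probe, which has no meaning for ratios. Every probe of a named gene was therefore examined, but not every value is printed. List tests used the probe with the most measured arrays. Named genes were those the study names and the AhR battery, and the 5 highest and 5 lowest genes at 30 µg/kg among probes with an adjusted p under 0.05 and the same sign in all 3 mice.

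The methods were tested on simulated data with the residual spread of 20354 probes. For the comparison of 30 µg/kg with vehicle, 93% of 100 probes changed 2-fold and 100% of 100 probes changed 4-fold were called, and 3 unchanged probes were called. The fit with the replicate block called 10 unchanged probes there and 5 at the lower doses, against 0 at the lower doses without it. Of 100 simulated curves each, 100, 100 and 93 were accepted for a true ED50 of 0.1, 1 and 10 µg/kg, and their median estimates were 0.1, 1.06 and 10. All these curves had a 4-fold plateau, the same slope and the median residual SD, with no error shared through vehicle mice. Recovery of weaker or noisier curves was therefore not tested.

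Alternatives were quantile normalization, a replicate block, all arrays with the mouse as a random block, only the dose in the fit, a Hill slope fixed at 1 and leaving out replicates. Median centring, the vehicle mouse as a random block, complete probes only, 1 of 2 arrays per mouse, a free level of the Hill curve at dose 0, the female-biased list without Sult3a1, comparisons of probes of a gene without those at the shared value, and the comparison of early and late rises without the genes that prompted it were added after seeing the data. In the comparison of probes with early and late rises, the limit between them was planned as an ED50 of 0.5 µg/kg. A limit of 0.3 µg/kg had first been used by mistake, and both are reported.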

Results

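Hepatic gene expression was measured in female mice gavaged with TCDD at 8 doses from 0.01 to 30 µg/kg. There were 4 days between doses and 28 days in all. The labels describe the mice as ovariectomized, which the study does not mention. Each dose had 3 mice, and each mouse had 2 dye-swapped arrays against 1 of 3 vehicle mice. Between 26586 and 30042 of the 41262 probes had a value on an array. Across the 20354 probes with a value on all arrays, the dye-swapped arrays of a mouse correlated at a median of 0.37, with a range from -0.29 to 0.72. These correlations are across probes, which are not independent replicates. After the mean dye difference of each probe was removed, the median was 0.64 and the range -0.03 to 0.84. The lowest value in both cases was that of mouse 1 at 0.1 µg/kg.

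The design asks which transcripts differ from vehicle at each dose. The base and direction of the ratios were taken from the study's statements on Cyp1a1 and Sult3a1, so the signs of these genes below are not independent findings. With limma and Benjamini-Hochberg adjustment, 3 of 23872 tested probes were called at 0.01 µg/kg, 8 at 0.03 µg/kg and 27 at 0.1 µg/kg, all of them higher than vehicle. At 0.3 µg/kg, 96 probes were higher and 7 lower. At 1 µg/kg these numbers were 144 and 24, and at 3 µg/kg they were 271 and 67. At 10 µg/kg 846 probes were higher and 164 lower, and at 30 µg/kg 1208 were higher and 523 lower. The calls at 30 µg/kg covered 1399 named genes. With only the dose in the fit, limma called 0 probes at 0.01 and at 0.03 µg/kg and 38 instead of 338 at 3 µg/kg. Of the alternatives, quantile normalization moved 30 µg/kg most, from 1731 to 846 probes, of which 242 were lower. It called 15 probes lower at 0.3 µg/kg and 10 at 1 µg/kg. With the replicate block, 26 probes were called at 0.01 µg/kg, 14 at 0.03 µg/kg, 56 at 0.1 µg/kg, 256 at 0.3 µg/kg and 296 at 1 µg/kg. Of these calls, 13 were lower than vehicle at 0.01 µg/kg, 1 at 0.03 µg/kg, 1 at 0.1 µg/kg, 66 at 0.3 µg/kg and 86 at 1 µg/kg, so at each of these doses more probes were called lower than without the block. At 3 µg/kg it called 355 probes higher and 117 lower. With each array centred on its median, the share of calls that were higher was 54.9% instead of 69.8% at 30 µg/kg and 70.6% instead of 83.8% at 10 µg/kg. Without replicate 1 or without replicate 3 no probe was called at 0.01 µg/kg by limma, where 2112 probes had an unadjusted p under 0.05 with all mice, as had 1505 at 0.03 µg/kg. At 0.03 µg/kg 1 probe was called without replicate 1 and 3 without replicate 3. Without replicate 1 there were 17 calls at 0.1 µg/kg, 53 at 0.3 µg/kg, 190 at 3 µg/kg and 1025 at 30 µg/kg. Without replicate 2 there were 247 at 0.3 µg/kg and 563 at 3 µg/kg. Without replicate 3 there were 58 at 0.3 µg/kg, 101 at 1 µg/kg and 179 at 3 µg/kg. With 1 replicate left out, the number of probes called lower ranged from 0 to 32 at 0.3 µg/kg, from 11 to 20 at 1 µg/kg, from 23 to 132 at 3 µg/kg and from 253 to 598 at 30 µg/kg.

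**Figure D1:**
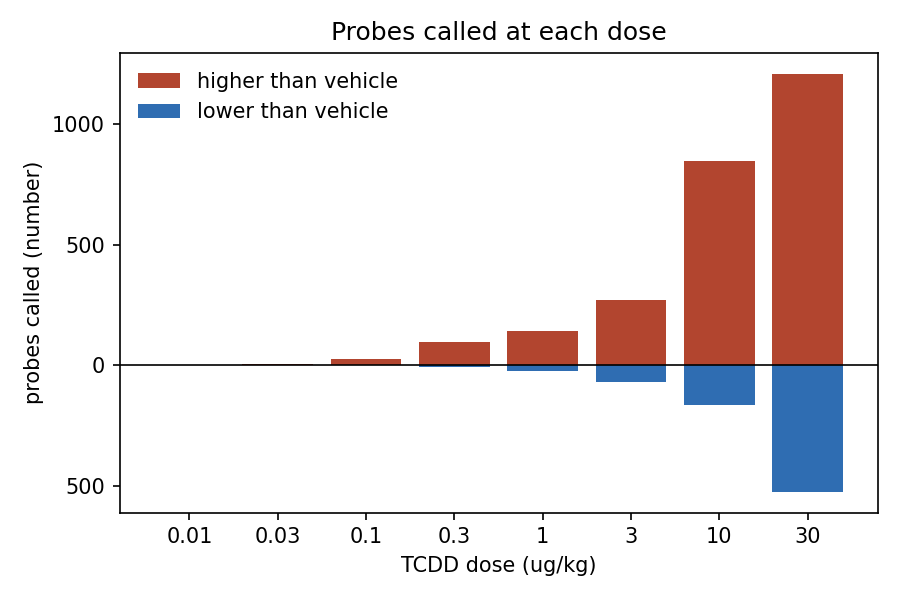
Number of probes called (vertical axis) at each TCDD dose in µg/kg (horizontal axis), with probes higher than vehicle drawn upward and probes lower than vehicle drawn downward. Counts rise from 3 at 0.01 µg/kg to 1208 higher and 523 lower at 30 µg/kg.

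Over all doses, 1916 probes of 1546 named genes were called at a fold change of at least 1.5 in at least 1 dose. With a fold change of at least 2 there were 493 probes of 412 named genes, or 25.7% of the former number. No probe was called in both directions (0 probes). By limma's F-test, 5497 of 20354 complete probes had a dose effect. The count was 9871 with the replicate block and 3503 with the vehicle mouse as a random block. The test asks whether the dose means jointly differ from 0, so a shift shared by all doses also counts. The count of 5497 treats mice that share a vehicle mouse as independent, which the fit with the random block does not. A linear trend over the rank of the dose was found for 3085 probes, of which 2082 rose and 1003 fell. Without replicate 1 the dose effect was called for 1790 probes and the trend for 1596. Without replicate 2 the trend was called for 1697. Without replicate 3 the dose effect was called for 1736.

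Cyp1a1 is the usual marker of AhR activation and served as a check of exposure. Its log2 ratio was 4.31 ± 0.75 (SD, n = 3) at 0.03 µg/kg and 6.90 ± 0.08 (SD, n = 3) at 0.1 µg/kg, with limma adjusted p-values of 0.0187 and 1.3e-05. At 30 µg/kg it was 6.40 ± 0.58 (SD, n = 3), or 84.2-fold. At 0.01 µg/kg the 3 mice had log2 ratios of 0.16, -0.82 and 4.92, and the mean did not pass the test (adjusted p 0.580). The call at 0.03 µg/kg was lost without replicate 1 or without replicate 2, with only the dose in the fit, and with the vehicle mouse as a random block (adjusted p 0.108). Without replicate 1 the adjusted p was 0.0505 at 0.1 µg/kg and 0.0515 at 1 µg/kg. At higher doses the dye-swapped arrays of single mice differed by up to 2.70 log2 units, in mouse 2 at 1 µg/kg. At 10 µg/kg mouse 3 had a log2 ratio of 3.85, against 6.50 and 6.80 in mice 1 and 2. Its dye-swapped arrays differed by 0.88 and the higher one was at 4.29, so its ratio was low on both arrays. The cause was not tested. Both probes of Cyp1a2 were already called at 0.01 µg/kg, with log2 ratios of 0.96 ± 0.26 and 0.92 ± 0.15 (SD, n = 3), and reached 2.43 ± 0.39 and 2.31 ± 0.24 (SD, n = 3) at 30 µg/kg. Their calls at 0.01 µg/kg were lost with only the dose in the fit, without replicate 1 and without replicate 3. Nqo1 and Tiparp rose later. Tiparp was at 0.07 ± 0.09 (SD, n = 3) at 0.3 µg/kg and at 3.34 ± 0.56 (SD, n = 3) at 30 µg/kg. Nqo1 reached 2.08 ± 0.68 (SD, n = 3) at 30 µg/kg. Cyp1b1 by 1 probe (A_51_P255456) and Ahrr had no mouse with both arrays measured below 1 µg/kg and reached 4.51 ± 0.08 and 4.37 ± 0.33 (SD, n = 3) at 30 µg/kg. The other tested probe of Cyp1b1 (A_52_P297822) was also called at 30 µg/kg, but at 1.45 (adjusted p 5.51e-05). Aldh3a1 had no value in any mouse. Gsta1 was not called at 30 µg/kg (adjusted p 0.0931) and had an adjusted p of 6.26e-04 with the replicate block, 0.0217 with the vehicle mouse as a random block and 0.0127 without replicate 2. Of the AhR battery, 8 of 10 genes had a measured probe at 30 µg/kg, 1 of them by a probe at a value shared by many probes, which cannot show a change. There, with 1 probe per gene, 6 of them were called over all probes and 7 passed when adjusted over the list alone. Several of these genes are named by the study from these samples, so the second count is not independent evidence. The gene at the shared value is Ugt1a6b, which neither count includes. Its other probe was called at 30 µg/kg, at 1.61 (adjusted p 1.82e-05). At 3, 10 and 30 µg/kg the list ranked above other genes, with an adjusted p of 4.87e-21 at 30 µg/kg with the preset correlation and 1.19e-09 with an estimated correlation of 0.21. From 0.01 to 1 µg/kg between 5 and 7 of the 10 genes had 3 measured mice, which is under 80%, so the list test is void there.

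**Figure D2:**
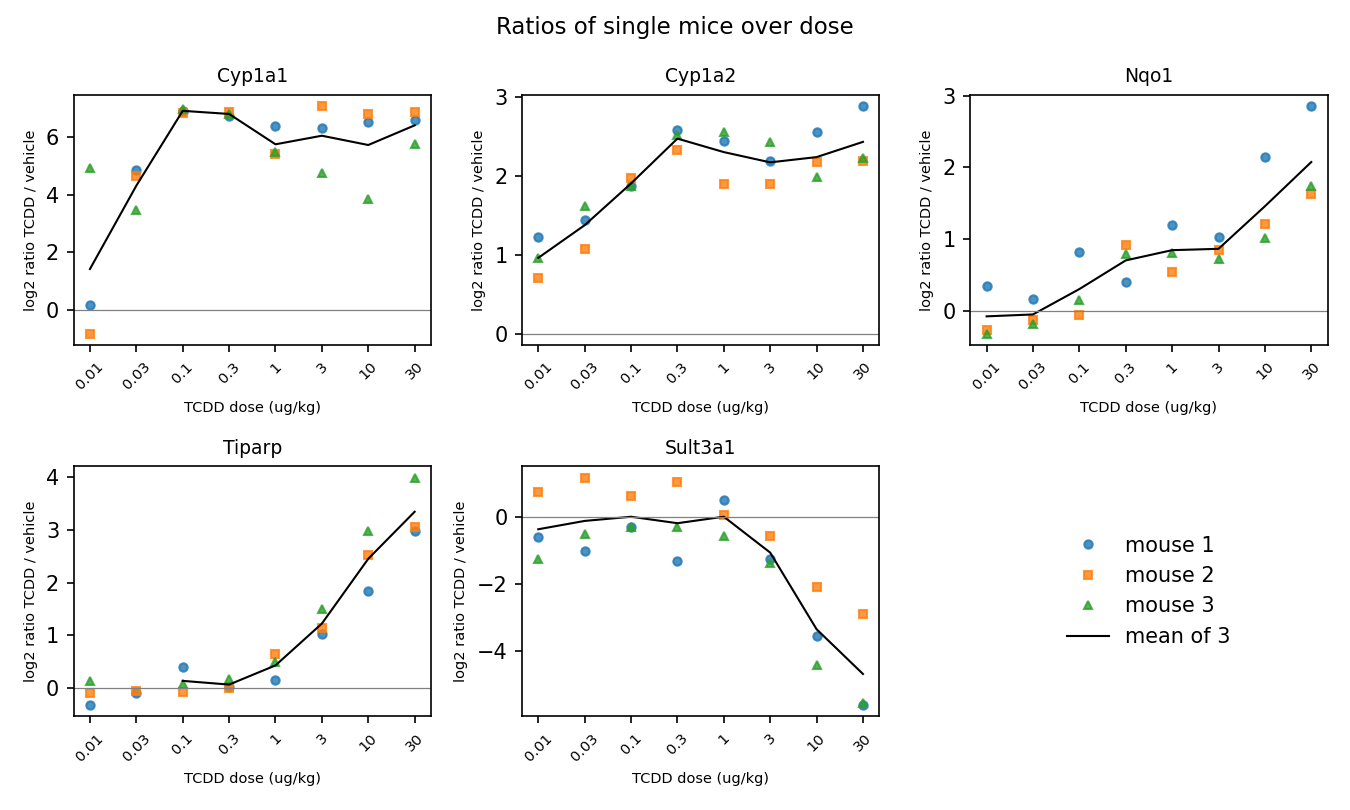
Log2 ratio of TCDD to vehicle (vertical axis) at each dose in µg/kg (horizontal axis) for 5 genes, with a symbol per mouse and a line through the mean of 3 mice, which is left out where a mouse was not measured. Cyp1a1 and Cyp1a2 are near their highest level by 0.3 µg/kg, while Tiparp is called from 3 µg/kg on and Sult3a1 from 10 µg/kg on.

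At 30 µg/kg the 5 genes with the highest log2 ratios were Cyp1a1, Pou3f1 at 5.01 ± 0.31, Insl6 at 4.92 ± 0.21, Gabbr1 at 4.63 ± 0.77 and Cyp1b1 at 4.51 ± 0.08 (SD, n = 3). The 5 lowest were Sult3a1 at -4.70 ± 1.55, Hao1 at -4.44 ± 0.68, 1810008I18Rik at -2.87 ± 0.01, Sult2a8 at -2.80 ± 0.95 and Wfdc21 at -2.66 ± 0.79 (SD, n = 3). Their limma adjusted p-values lay between 6.88e-14 for Insl6 and 3.18e-06 for Sult3a1. The repression of Sult3a1 corresponded to 25.9-fold. Its 3 mice at 30 µg/kg had log2 ratios of -5.62, -2.91 and -5.56. The value of Gabbr1 came from 1 probe (A_52_P16232). Another (A_52_P624444) was at 0.09 ± 0.35 (SD, n = 3) at the same dose, and the remaining probes of Gabbr1 lacked a mouse there. The value of Cyp1b1 also came from 1 probe (A_51_P255456), and its other tested probe (A_52_P297822) was at 1.45 at 30 µg/kg.

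The study names genes whose array results differed from its other platforms. One probe each of Heatr5a (A_51_P430002), Wdr11, Zfp524 and Zfp846 (A_52_P52272) was higher at 30 µg/kg, at 2.49 ± 0.33, 2.72 ± 0.42, 2.32 ± 0.34 and 1.29 ± 0.18 (SD, n = 3). Another probe of Heatr5a was at 0.16 ± 0.08, and other probes of Zfp846 were at 0.01 ± 0.22 and -0.23 ± 0.06 (SD, n = 3). None of these 3 was called, although that of Heatr5a and the lower one of Zfp846 had an adjusted p under 0.05 with the replicate block (0.0414 and 0.0130). Disp2, Sult2a7 and Tlr5 were not called at 30 µg/kg. The study lists Disp2 as differentially expressed on the arrays, and Sult2a7 and Tlr5 as found only by RNA-Seq. It also reports that the array probes of Disp2 and Tlr5 missed their intended targets. By that report, the values below do not measure these 2 genes. The log2 ratio of Disp2 was -0.23 ± 0.24 (SD, n = 3), with an adjusted p of 0.0409 but a fold change under 1.5, and the adjusted p was 0.902 for Sult2a7 and 0.581 for Tlr5. The probes of Uox carried a value shared by at least 151 probes of an array on 42 and 47 arrays, as did 1 probe each of B2m and Ugt1a6b on all 48. Such probes cannot show a change. The other probe of Ugt1a6b was called, at 1.61 ± 0.22 (SD, n = 3).

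**Figure D3:**
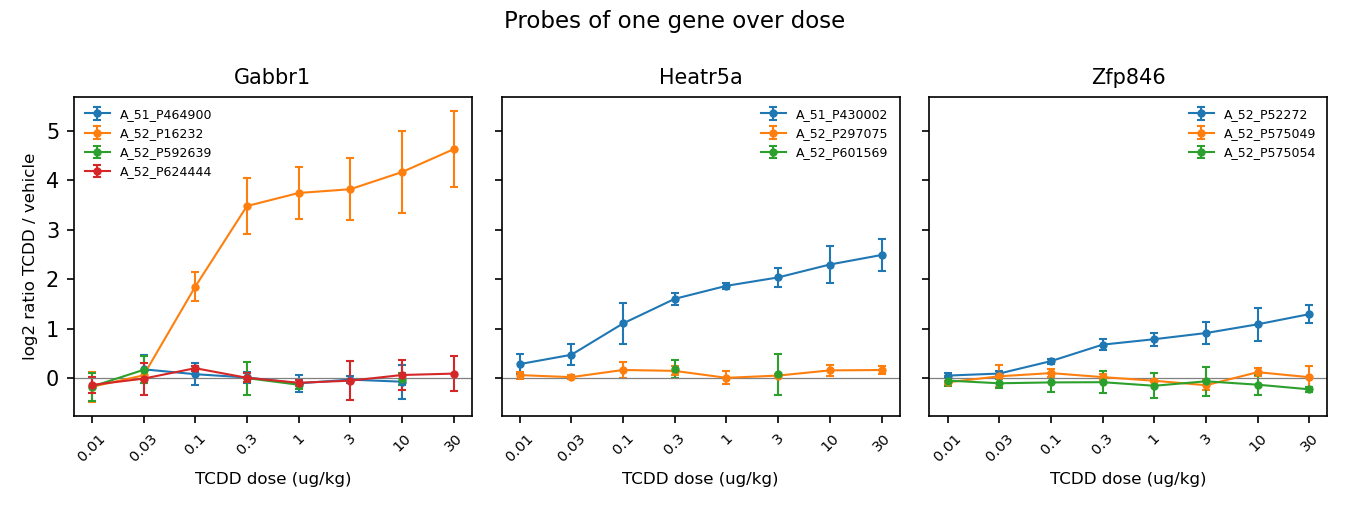
Mean log2 ratio of TCDD to vehicle (vertical axis, bars are SD of 3 mice) at each dose in µg/kg (horizontal axis) for each probe of 3 genes measured in 3 mice at some dose. A single probe of each gene rises, to 4.63, 2.49 and 1.29 at 30 µg/kg, and the others stay close to 0.

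At 30 µg/kg, 4120 genes had at least 2 tested probes and 558 of them had a called probe. In 94 genes all tested probes were called in the same direction. In 223 genes, or 40.0% of those with a call, the uncalled probes all had a fold change under 1.2. With probes at the shared value left out, which cannot show a change, there were 216 such genes of 553 with a call, or 39.1%. Probes were called in opposite directions for 3 genes, which are named here after their values were seen. They were BC048507, Klf2 and Pgm3. With quantile normalization or without replicate 1 there were 0 such genes, and without replicate 2 there were 5.

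For dose-response modelling, 1508 probes called at 30 µg/kg had all mice measured, and 967 of them (64.1%) gave an accepted Hill curve. The median ED50 was 2.82 µg/kg, with quartiles at 0.841 and 7.94 µg/kg. It was 2.66 µg/kg for the 713 probes that rose and 3.87 µg/kg for the 254 that fell. These groups were not compared by a test. As a ratio, quantile normalization moved the median ED50 most, to 1.19 µg/kg. In µg/kg the largest shift was without replicate 3, to 5.01 µg/kg. The median benchmark dose was 0.901 µg/kg over 965 probes, of which 12 lay below the lowest dose, and it was 0.465 µg/kg without replicate 1. ED50s were 0.0188 µg/kg for Cyp1a1 and 0.0168 and 0.0178 µg/kg for Cyp1a2. They were 7.50 µg/kg for Tiparp over 23 mice and 6.31 µg/kg for Sult3a1. The Gabbr1 probe that rose had an ED50 of 0.119 µg/kg.

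**Figure D4:**
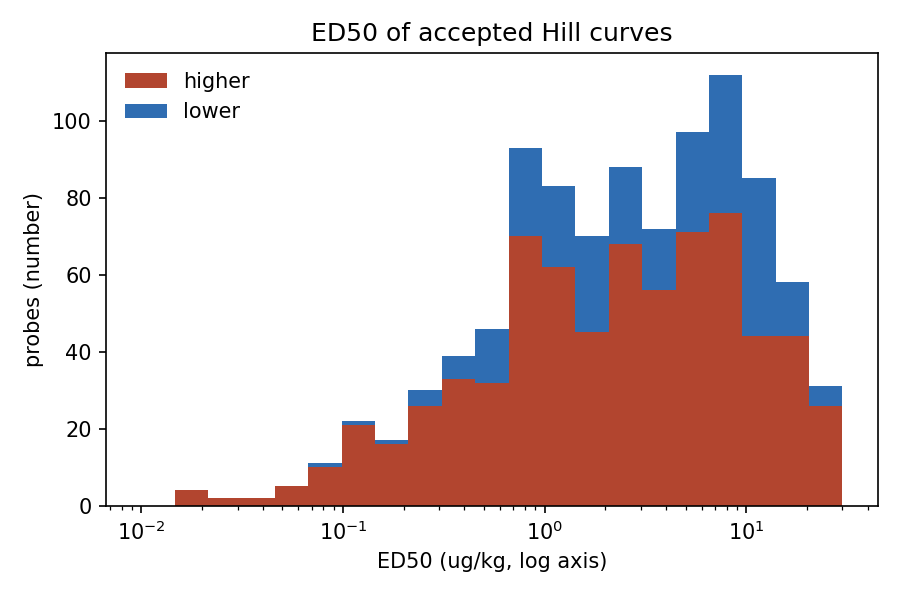
Number of probes (vertical axis) by ED50 in µg/kg (horizontal axis, logarithmic) for the 967 accepted Hill curves, stacked for probes higher and lower than vehicle. Most lie above 0.841 µg/kg, the lower quartile.

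All doses share 3 vehicle mice, so their results are related by chance as well. Of the probes tested at both doses, 718 were higher at both 10 and 30 µg/kg, against 43.6 for independent lists, and 149 were lower at both, against 3.70. All 27 probes called at 0.1 µg/kg were also higher at 30 µg/kg, against 1.34, and without replicate 1 the shared number was 16. With the replicate block 34 of the 56 probes called at 0.1 µg/kg were called in the same direction at 30 µg/kg. The covariance of log2 ratios with those at 30 µg/kg was 0.0201 at 0.01 µg/kg and 0.108 at 10 µg/kg, against 0.00554 in 20 simulations of unchanged groups on the same vehicle mice. The correlations across probes were 0.33 and 0.93, against 0.30. The vehicle mice are 3 in number and could not be divided into groups of 2 or more, so a contribution of theirs to the excess was not separated. Quantile normalization moved the probes shared by 10 and 30 µg/kg from 867 to 523.

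The fixed gene lists were also tested at 30 µg/kg. The female-biased list ranked lower than other genes (median log2 ratio -0.10, mean -0.89, 9 genes, adjusted p 0.00936). Of these genes 1 was called over all probes, and 1 passed when adjusted over the list alone. The list holds Sult3a1, which the study names from these samples, and without it the unadjusted p was 0.0545, so the list was not shown to be lower apart from that gene. With an estimated correlation the adjusted p was 0.0365, and under the other alternatives the unadjusted p was at most 0.0124. The PCR reference and macrophage lists did not pass (adjusted p 0.561 and 0.983). For the macrophage list the median (0.35) and mean (0.27) were above 0 while the test statistic pointed down. The hepatocyte list ranked lower (median log2 ratio -0.03, mean -0.40, 7 genes, adjusted p 2.48e-04, with an estimated correlation 0.0294), and the unadjusted p was at most 0.00153 under the alternatives. However, 4 of its 7 genes were represented by a probe at the shared value, as were 2 of the 9 female-biased genes. With these genes left out, fewer than 80% of the hepatocyte and female-biased lists remain. The AhR list test also used a probe at the shared value, for Ugt1a6b. That gene has another tested probe, so leaving out the probe at the shared value keeps 8 of 10 genes. The tests of the remaining lists are void because fewer than 80% of their genes were tested, with 6 of 8 for the lymphocyte, 3 of 5 for the erythroid and 4 of 8 for the male-biased list. Their adjusted p-values were 0.453, 0.453 and 0.453. Among the PCR reference genes Hprt was called, at 0.76 ± 0.21 (SD, n = 3), but not without replicate 1 (0.69, adjusted p 0.0678).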

Values the study reported

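The study reported 41,267 probes on the array and 16,403 genes detected in liver with it. On the arrays it reported an 82-fold induction of Cyp1a1 and a 25-fold repression of Sult3a1. With its posterior probability at 0.8 or more, it counted 2,039 differentially expressed genes at a fold change of 1.5 and 472 when the fold change had to exceed 2.0. With a posterior probability of 0.9999 it counted 1,434 at a fold change of 1.5. Of these 1,434 genes, 1,037 had a sigmoidal dose response and 660 were fitted for a benchmark dose.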

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

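The test of a lower dose was chosen after its value had been seen, and that of compressed ratios before. For the 6 arrays of each dose, the number of measured probes, the median, the interquartile range and the Cyp1a1 ratio were examined for a value far from the others, 32 sets in all. With a chance of about 1 in 20 per set, 1.6 sets are expected to stand out, and 3 did. The arrays of a mouse share RNA, so the 6 are not independent. Single arrays were examined, and the Cyp1a1 ratio of mouse 3 at 10 µg/kg, low on both arrays, did not stand out this way. The labels contradict each other on the dyes of a pair, and dyes are named here by the channel entries.

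The array with TCDD in Cy5 of replicate 3 at 30 µg/kg stood out in 2 ways. It had 26586 measured probes, against 28191 to 28650 on the other arrays of that dose, and a Cyp1a1 log2 ratio of 4.85, against 6.52 to 7.18. Its dye-swapped array holds the same RNA and had a ratio of 6.65, which argues against a lower dose as the reason for the low ratio. Whether the mouse had a lower dose cannot be told from Cyp1a1, which was already at 6.90 at 0.1 µg/kg. No other biological explanation was tested. Compression of all ratios on that array stays open. The SD of its ratios over the called probes other than Cyp1a1 was 0.890 times that of the dye-swapped array, between the limits set for and against it.

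The array with TCDD in Cy5 of replicate 2 at 0.3 µg/kg had 28902 measured probes, against 27689 to 28116 on the other arrays of that dose. No technical or biological explanation was tested for it, and a value of this kind is expected in some of 32 sets by chance.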

How the results depend on the processing

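Median centring, the vehicle mouse as a random block, complete probes, 1 of 2 arrays per mouse, the free level at dose 0, the female-biased list without Sult3a1, the comparisons without probes at the shared value and that of early and late rises without the genes that prompted it were chosen after seeing the data. The dim-probe filter, the partner vehicle arrays, the partner dose test, the background correction and the slide block were planned for intensities and were not run on ratios. A treated replicate and its vehicle mouse lie on the same arrays, so leaving out either is the same setting. Complete probes and 1 of 2 arrays kept all counts within 1.5 times, in both directions as well. Median centring did so for the total counts, but not for the probes higher at 10 µg/kg, which were 548 against 846. Without probes at the shared value, 216 instead of 223 genes had flat other probes. The female-biased list without Sult3a1 had a p of 0.0545 at 30 µg/kg and no longer passed. Signs were compared for Cyp1a1 at each dose and for the named probes at 30 µg/kg, and none of these that was called reversed under the alternatives run. The other called probes were counted but not compared one by one. Unless a reason is given, the cause was not tested.

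Quantile normalization gave 11 called probes at 0.01, 612 at 10 and 846 at 30 µg/kg, 1026 at any dose with a fold of 1.5 and 260 with a fold of 2. Probes called lower were 15 against 7 at 0.3, 10 against 24 at 1 and 242 against 523 at 30 µg/kg, and probes called higher were 477 against 846 at 10 and 604 against 1208 at 30 µg/kg. It gave 0 genes with opposite probes, 570 accepted Hill curves and a median ED50 of 1.19 µg/kg. Calls shared with 30 µg/kg were 6 at 0.01 and 523 at 10 µg/kg, and the p of the AhR battery at 0.01 µg/kg was 0.0520. It forces all arrays onto 1 distribution, so Cyp1a1 had the same log2 ratio of 5.72 at 0.03, 0.1, 0.3 and 30 µg/kg.

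With the replicate block there were 26 called probes at 0.01, 14 at 0.03, 56 at 0.1, 256 at 0.3 and 296 at 1 µg/kg, and 9871 with a dose effect against 5497. Probes called lower were 13 against 0 at 0.01, 66 against 7 at 0.3, 86 against 24 at 1 and 117 against 67 at 3 µg/kg. Calls shared with 30 µg/kg were 10, 174 and 223 at 0.01, 0.3 and 1 µg/kg. The block takes the spread between vehicle mice out of the error by construction. Of the named genes, Gsta1 and 1 probe each of Heatr5a, Rps13 and Zfp846 passed the adjusted p with it and not without it. With the vehicle mouse as a random block the dose effect held for 3503 probes, and Cyp1a1 at 0.03 µg/kg, at 4.31, no longer passed. All arrays with the mouse as a random block gave 20, 183 and 286 probes at 0.01, 0.3 and 1 µg/kg, with 8 and 226 shared with 30 µg/kg at 0.01 and 1 µg/kg. Of its calls 5, 32 and 67 were lower at 0.01, 0.3 and 1 µg/kg, and 116 at 3 µg/kg.

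With only the dose in the fit, each error rests on 3 mice. Called probes were then 0, 0, 14, 36, 52 and 38 from 0.01 to 3 µg/kg, with 0, 0, 14, 36, 49 and 38 shared with 30 µg/kg, and Cyp1a1 at 0.03 µg/kg (4.31) was not called. Of these probes 2 were lower at 0.3, 1 at 1 and 1 at 3 µg/kg. A Hill slope fixed at 1 gave a median ED50 of 1.78 µg/kg, and a free level at dose 0 a median benchmark dose of 1.77 µg/kg.

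Leaving out 1 replicate leaves 2 mice per dose. Called probes then ranged from 0 to 4 at 0.01, 1 to 6 at 0.03, 17 to 23 at 0.1, 53 to 247 at 0.3, 101 to 167 at 1, 179 to 563 at 3 and 1025 to 2231 at 30 µg/kg. Of these, probes called lower ranged from 0 to 2 at 0.01, 0 to 32 at 0.3, 11 to 20 at 1, 23 to 132 at 3 and 253 to 598 at 30 µg/kg, and probes called higher from 53 to 215 at 0.3, 137 to 431 at 3 and 772 to 1633 at 30 µg/kg. The dose effect ranged from 1736 to 4516 probes, the trend from 1596 to 2302, and genes with opposite probes from 0 to 5. Calls shared with 30 µg/kg ranged from 0 to 3, 1 to 6, 16 to 23, 52 to 162, 92 to 132 and 163 to 427 from 0.01 to 3 µg/kg. Median ED50 ranged from 2.51 to 5.01 µg/kg and median benchmark dose from 0.465 to 1.25 µg/kg. The p of the AhR battery at 0.01 µg/kg, a test void for lack of measured genes, ranged from 0.00441 to 0.319. Cyp1a1 ranged from 4.04 to 4.73 at 0.03, 6.86 to 6.94 at 0.1 and 5.43 to 5.91 at 1 µg/kg, and without replicate 1 it was not called at these doses, nor without replicate 2 at 0.03 µg/kg.

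Signal over background was not used here. Cells without a value, 31.3% of the table, limit which probes were tested.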

Other observations

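The split counts were set before their results were seen, and all other tests in this part were chosen after the pattern or examples of it had been seen. Turning the signs of all ratios of 1 vehicle mouse gives 4 splits, so chance cannot be excluded at a share under 0.05. In each case 1 of the 4 splits, the real one, gave as many probes. From the lowest to the highest dose the real counts were 3, 8, 27, 103, 168, 338, 1010 and 1731, and the highest of the other splits was 0 at each dose except 1 µg/kg, where it was 1. At any dose the highest of the other splits was 1 against 1916 for a fold of 1.5 and 1 against 493 for a fold of 2, and for the dose effect it was 6 against 5497. For the trend, doses were redrawn among the mice of each replicate number. Of 100 splits, 1, the real one, gave 3085 probes or more, and the highest other had 1380, so chance can be excluded.

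At 0.01 µg/kg, mouse 3 had a Cyp1a1 log2 ratio of 4.92 while mice 1 and 2 had 0.16 and -0.82. Its dye-swapped arrays differed by 0.0856, which argues against one failed array. The lowest Cyp1a1 ratio at 0.03 µg/kg was 3.45, so no mouse there was out of place for a swap of labels between these doses. A higher dose in mouse 3 than labelled may explain it and stays open. Over 23 other probes called at 0.1 µg/kg, its median lay 0.131 of the way from mice 1 and 2 to the mice at 0.03 µg/kg, but mice of one dose differed by more than the doses did. Variation between animals near the lowest effective dose was not tested.

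Single probes of Gabbr1, Heatr5a and Zfp846 rose at low doses while other probes of the gene did not. A candidate explanation is hybridization of another, strongly induced transcript to these probes. Transcript isoforms and wrong annotation are alternatives that need probe sequences, which were not used here. For Zfp846 the study found an array probe next to its PCR primers and proposes non-specific hybridization. For Heatr5a it reports responses that depended on the gene region a probe covers. If it applied widely, probes with an early rise would more often have flat other probes than probes with a late rise (ED50 over 3 µg/kg). Among rising probes with an ED50 up to 0.5 µg/kg, 18 of 50 genes had other probes under 1.2-fold, against 25 of 106 genes with a late rise (Fisher's exact test, two-sided, p 0.126). Leaving out probes at the shared value changed none of these numbers. The 18 include Gabbr1, Heatr5a and Zfp846, which prompted the test, and without them the numbers were 15 of 47 genes (31.9%) and a p of 0.320. The shares, 36% and 23.6%, were not shown to differ. With a limit of 0.3 µg/kg, used first by mistake, the shares were 31.4% and 23.6% (p 0.377). The comparison of early and late rises neither excludes the explanation nor bears it out.

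On every array, between 151 and 293 probes carried 1 identical value to 4 decimals, and 144 probes of 109 named genes did so on all 48 arrays. Of 7 measured hepatocyte genes 4 had such a probe (Alb, Fgb, Ahsg and Trf), against 105 of 18616 other genes (Fisher's exact test, two-sided, p 3.83e-08). For these hepatocyte genes this excludes a value filled in for dim probes, which would not favour genes of the main cell type of the liver. Saturation of both channels may explain the pattern and fits this test, but it was written after members of the set had been seen. The bright corner control also carried the value, on 42 arrays. Olfr571, Olfr812 and Olfr1444, chosen after their values were seen, are members too, so for the rest of the set both explanations stay open. The comparison with lymphocyte and erythroid genes, 0 of 9 measured (p 0.0192), is void because only 9 of 13 listed genes were measured. No biological explanation was tested.

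With the replicate number in the fit, 9002 of 20354 complete probes (44.2%) differed between the 3 vehicle mice. Hybridization in batches that follow the replicate number could give the same pattern and cannot be told apart from differences between the animals, because each number has 1 vehicle mouse. For Sult3a1, vehicle mouse 2 lay at -0.98 relative to the mean, and the others at 0.42 and 0.57. The female-biased list as a set lay at percentile 37.5 of random lists in this respect. Of 4 other lists ranked the same way, the PCR reference list lay at percentile 65.5 and the hepatocyte list at 12.5, and the others had fewer than 80% of their genes ranked. The bound of 50 written against sex-biased variation was too lenient, since random lists fall below it as often as above, so it was set aside after the value had been seen and this decides nothing.

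Array medians followed sets of doses, not the order of dose. They averaged -0.01 at 0.01, 0.05 at 0.03, 0.08 at 0.1 and 0.05 at 0.3 µg/kg, fell to -0.00 at 1 and -0.02 at 3 µg/kg, and were 0.10 at 10 and 0.07 at 30 µg/kg. The median at 0.03 µg/kg exceeded that at 3 µg/kg by 0.0680, against 0.0213 for both SDs together, which argues against a rise from more probes being raised than lowered by TCDD. Spearman's rho over the 8 doses was 0.29 (exact permutation test, two-sided, p 0.501). Separate normalization of sets of doses may be the source and was not tested, and with median centring 1623 probes were called at 30 µg/kg.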
